# Downregulation of microRNA-300-3p promotes steatosis-to-MASH progression by regulating STX17

**DOI:** 10.3389/fphar.2026.1804415

**Published:** 2026-04-28

**Authors:** Shuixian Du, Xueru Chu, Shousheng Liu, Zhenzhen Zhao, Zhanglong Yin, Yongning Xin, Quanjiang Dong

**Keywords:** metabolic dysfunction-associated fatty liver disease (MAFLD), metabolic dysfunction-associated steatohepatitis (MASH), MicroRNA - 300 - 3p, simple steatosis (MAFL), STX17

## Abstract

**Background & aims:**

Metabolic dysfunction-associated fatty liver disease (MAFLD) ranges from simple steatosis (MAFL) to metabolic dysfunction-associated steatohepatitis (MASH). With the complex etiological factors associated with MAFLD, the molecular mechanism underlying the progression from steatosis to MASH has not been fully elucidated, resulting in a limited number of effective therapeutic interventions.

**Methods:**

We examined the profiling changes of MicroRNAs (miRNAs) *in vivo* and *in vitro* experiments and miR - 300 - 3p was identified as a crucial checkpoint in this process in the current experiments. The present studies were carried out to explore the role of miR - 300 - 3p in the advancement of MASH. Bioinformatic analysis, RNA - Sequencing, and dual - luciferase reporter assays were used to investigate the might target of miR - 300 - 3p.

**Results:**

We investigated the profiling changes of miRNA and identified miR - 300 - 3p is low expressed in mouse experiments and HepG2 cells. *In vitro* loss of function study revealed that suppression of miR - 300 - 3p in steatotic HepG2 cells could induce obvious inhibit cell autophagy, promote cell apoptosis, cause lipid accumulation, hepatic inflammation and injury, which are the primary characteristics within the pathology of MASH. STX17 was a predicted target gene of miR-300-3p through RNA-Sequencing, bioinformatic analysis and dual-luciferase reporter assays. Downregulation miR-300-3p was able to downregulate STX17 to promotes steatosis-to-MASH progression. In contrast, transduction of miR - 300 - 3p and over-STX17 inhibit steatosis-to-MASH progressionin. The results was inconsistent with canonical miRNA biology predicts, which indicated that the regulation of miR - 300 - 3p on STX17 might has context-dependent and involve indirect mechanism, feedback loop or multi-level control. Potentially clinically significant, the miR - 300 - 3p/STX17 regulatory axis has also been confirmed in human plasma. Expression level of miR - 300 - 3p and STX17 was reduced in plasma of MAFLD patients. Their expression levels were closely related to liver biochemical indicators and lipid profile indicators.

**Conclusion:**

Our research results highlight the function of the miR - 300 - 3p/STX17 regulatory axis in the progression from steatosis to MASH. This suggests that either the supplementation of miR - 300 - 3p or STX17 may provide a promising therapeutic strategy for treating MASH in hepatocytes. The underlying mechanism through which miR - 300 - 3p regulates STX17 requires further investigation.

## Introduction

Metabolic dysfunction-associated fatty liver disease (MAFLD) impact up to 38% of the adult population worldwide, which has become the most widespread chronic liver disorder (Wong et al., 2023; Targher et al., 2025). MAFLD is a multi-stage hepatic lesion syndrome that may progress from simple steatosis (MAFL) to metabolic dysfunction-associated steatohepatitis (MASH), and ultimately to cirrhosis and hepatocellular carcinoma (HCC) (Diehl and Day, 2017; Zhang et al., 2020). MAFLD has emerged as one of the most prevalent etiologies for liver transplantation (Zhang et al., 2020; Pais et al., 2016; Younossi et al., 2016). The global prevalence of MAFLD is substantial, exerting a notable influence on healthcare providers. MAFLD often results from excess visceral fat due to physical inactivity and poor diet. It frequently co-exists with other metabolic and obesity-related conditions like dyslipidemia, type 2 diabetes (T2DM), metabolic syndrome, and hypertension, significantly increasing the risk of cardiovascular disease (CVD) (Anwar et al., 2023).

As a disorder of hepatic lipid metabolism, the distinctive feature of MAFLD is the build - up of lipid droplets inside the cell, which are organelles with the capacity to store both inert and toxic lipids that may initiate the activation of stress pathways (Targher et al., 2025; Mashek et al., 2015). Impaired lipid-droplet remodeling decreases very-low-density lipoprotein secretion and hampers mitochondrial lipid oxidation, thereby contributing to liver disease progression, inflammatory cell death, fibrogenesis activation, and carcinogenesis (Moretti et al., 2024; Loomba et al., 2021; Valenti et al., 2016).

Recent studies have verified the existence of a“multiple - hits”mechanism involving multiple factors in the pathogenesis and advancement of MAFLD. These factors trigger a series of parallel events through complex interactions between host genetic characteristics, environmental risk factors, and gut microbiota (Anwar et al., 2023; Hur et al., 2015). Unfortunately, due to insufficient understanding of the molecular mechanisms, there is still a lack of effective therapeutic targets for MAFLD and disease progression.

MicroRNAs (miRNAs) have garnered substantial attention owing to their regulatory function in gene expression (Zhang et al., 2015; Yang et al., 2025). MiRNAs belong to a category of small non-coding RNAs. Many evidence shown that miRNAs have a function in controlling the expression of genes related to lipid metabolism, inflammation, cell proliferation and fibrosis (Carpi et al., 2024; Mohr et al., 2021). In recent years, numerous studies have indicated that miRNAs contribute to the pathogenesis of MAFLD/MASH by regulating the development and progression of the disease at different levels (Chrysavgis and Cholongitas, 2024). They are the most extensively studied epigenetic modifications in MAFLD, and the role in HCC has also been reviewed in detail (Cotter and Rinella, 2020). In studies related to miRNAs in MAFLD and the progression, miR-34a, miR-122, and miR-21 are the most well-studied,which have also been proven to be closely associated with MAFLD (Leti et al., 2015). The utilization of synthetic mimics or inhibitors to modulate these miRNAs presents a hopeful therapeutic method which is garnering growing attention on both fundamental and medical research.

Currently, some research has indicated that miR - 300 - 3p participates in controlling cell proliferation, migration, and invasion in various cancers, including glioblastoma, breast cancer, and liver cancer (BI et al., 2020). Additionally, studies suggest that miR - 300 - 3p alleviates hypoxia/reoxygenation-induced cardiomyocyte damage by modulating autophagy (Yan -na et al., 2022), can affect transient Ischaemic Attack in Rats (Li et al., 2018) and it can also influence the occurrence of obesity by regulating lipid metabolism (Liang et al., 2023).

In our preliminary studies, we observed a decrease in the expression of miR - 300 - 3p in both MAFLD cell models and mouse models, but the specific mechanism still leftovers unclear. This research endeavors to elucidate the function of miR - 300 - 3p in hepatic lipid metabolism and hepatocyte inflammatory response via in experiments. We will explore the regulatory pathway of miR - 300 - 3p and investigate the role and mechanism of miR - 300 - 3p in promoting the development of MAFLD.

## Materials and methods

### Cell culture and treatment

The human hepatocyte cell line HepG2 was procured from the American Type Culture Collection (ATCC, United States) and cultivated in a humidified incubator maintained at 37 °C with a 5% CO_2_atmosphere. The culture medium employed was Dulbecco’s Modified Eagle Medium (DMEM) (Gibco, United States), supplemented with 1% penicillin - streptomycin solution (Invitrogen, United States) and 10% fetal bovine serum (FBS) (Gibco, United States). To create the *in vitro* MAFLD cell model, HepG2 cells were bred for 24 h either in the absence or presence of 1 mM free fatty acids (FFAs, with a volume ratio of oleic acid to palmitic acid of 2:1), and subsequently employed for the designated assays.

### Experimental animals

Eight-week-old male C57BL/6 mice were purchased from Jinan Pengyue (Jinan, China) and located in a specific pathogen-free animal facility. They were split into a control group that was fed a normal diet and an obesity group that was fed a high - fat diet (HFD; n = 6 each) for 16 weeks. Body weight was recorded weekly during the model construction process. Following the experiment, the mice were humanely sacrificed after a 6 - hour fasting period. Following the anesthesia of mice, blood was collected from the orbital region. Subsequently, the mice were dissected to observe and document the states of various organs, after which the liver was completely isolated. The liver was rinsed with physiological saline, photographed, and weighed. We collected liver tissues from HFD-induced MAFLD mice and control mice, and detected the relative concentrations of miR-300-3p in each group by qRT-PCR. All animal experiments were conducted in compliance with the guidelines of the Medical Laboratory Animal Care Committee of Qingdao Municipal Hospital (Qingdao, China).

### Cell transfection

To conduct experiments on the gain- and loss-of-function of miR - 300 - 3p, miR - 300 - 3p mimics (miR10000449-1-5; Ribobio, Guangzhou, China) or a miR - 300 - 3p inhibitor (miR20000449-1-5; Ribobio, Guangzhou,China) were used to transfect HepG2 cellsor, along with the relevant scrambled control groups (miR1N0000001-1-5, Ribobio, miR2N0000002-1-5, Ribobio). Using the RiboFECTTMCP as transfection ReagentsReagent (C10511-05; Ribobio, Guangzhou, China). Cells were cultured in 12-well plates (Corning) and underwent transfection when reaching a confluency of 80%–90% with Opti-MEM reduced serum medium (GIBCO).

### Oil Red O staining and triglyceride (TG) determination

Cells with a confluence rate of approximately 80%–90% were seeded, followed by transfection within 24 h. Subsequently, the cells were treated with free fatty acids (FFAs) for 24 h to establish a MAFLD cell model. The preparation protocol of FFAs was referenced from the method described by the article (Zhang et al., 2020). Palmitic acid and oleic acid were fully diluted with 1% fat-free bovine serum albumin (BSA) and then mixed at a molar ratio of 1:2. The resulting mixture of FFAs was added to complete medium to prepare a lipid supplement medium with a final concentration of 0.5 mM. Intracellular lipid droplets were stained with Oil Red O staining kit (Solarbio, China), and intracellular triglyceride (TG) content was quantitatively detected using a triglyceride detection kit (Nanjing Jiancheng Bioengineering Institute, China) (Zhang et al., 2020).

### Apoptosis assay of HepG2 cells

Flow cytometry was used to evaluate the apoptosis of HepG2 cells. Following the digestion of cells using trypsin, conduct two rounds of washing with phosphate-buffered saline (PBS). Then, the cells were resuspended in 1× binding buffer to prepare a density of 1 × 10^6^ cells/mL. 100 μL of this cell suspension was taken in a flow tube, and 5 μL of Annexin V (BD Biosciences) and 5 μL of 7-aminoactinomycin D (7-AAD, BD Biosciences) were added. After vortexing and mixing them thoroughly, they were incubated in the dark at room temperature for 15 min. Subsequently, 400 μL of binding buffer was added, and the sample in the tube was gently mixed. Apoptosis analysis was performed using a flow cytometer (BD Biosciences). Each experiment was repeated three times to support statistical analysis.

#### Real-time polymerase chain reaction (PCR)

Total ribonucleic acid (RNA) was extracted from HepG2 cells using Trizol reagent (Invitrogen: 15,596–026, United States) according to the instructions. Complementary deoxyribonucleic acid (cDNA) synthesis was carried out using a cDNA synthesis kit (Thermo Fisher: K1622, United States).

The primers employed for the PCR amplification of fragments encompassing Caspase-3, LC3, P62, FASN, SREBP1c, STX17, IL-2, IL-6, IL-8, TNF-α, Bcl-2 and Bax were synthesized by Nanjing Sipu Kim Technology Co. Ltd. The primer pairs utilized in this research are presented in the subsequent table (Table 1).

**TABLE 1:** Primer sequence for qRT-PCR in this study.

Gene	Primer/Sequences of product ID of primer
Caspase-3	F:5′-TGCTATTGTGAGGCGGTTGT-3′
	R:5′-TCACGGCCTGGGATTTCAAG-3′
LC3	F:5′-AGTTCCTTGTACCTGACCATGTC-3′
	R:5′-ATACACCTCTGAGATTGGTGTGG-3′
P62	F:5′-TGAGGAACAGATGGAGTCGGATA-3′
	R:5′-CATCTGTAGGGACTGGAGTTCACG-3′
SREBP1c	F:5′-CATGGACGAGCCACCCTTC-3′
	R:5′-GCCGACTTCACCTTCGATGT-3′
STX17	F:5′-CCGGCGGGAGGTTTTTCTAT-3′
	R:5′-ATAGCTGGTTCAAGACGGCG-3′
IL-2	F:5′-TGTCACAAACAGTGCACCTACT-3′
	R:5′-GCATCCTGGTGAGTTTGGGA-3′
IL-6	F:5′-GATGTCTGAGGCTCATTCTGCC-3′
	R:5′-CCAGGGCTAAGGATTTCCTG-3′
IL-8	F:5′-CACTGCGCCAACACAGAAAT-3′
	R:5′-TTCTCAGCCCTCTTCAAAAACTTC-3′
TNF-α	F:5′-AAAACAACCCTCAGACGCCA-3′
	R:5′-TCCTTTCCAGGGGAGAGAGG-3′
Bcl-2	F:5′-AAAAATACAACATCACAGAGGAAGT-3′
	R:5′-GTTTCCCCCTTGGCATGAGA-3′
Bax	F:5′-TGATGGACGGGTCCGGG-3′
	R:5′-CAAAAGGGCCCCTGTCTTCA-3′
FASN	F:5′-CCTGGCTGCCTACTACATCG-3′
	R:5′-CACATTTCAAAGGCCACGCA-3′

The PCR amplification regimen was as shown blow: Pre-denaturation was conducted at 95 °C for 10 min, followed by 35 cycles of denaturation at 95 °C for 15 s, annealing at 58 °C for a duration of 60 s, and an extension step at 72 °C for 30 s. The final extension is performed for 10 min at 72 °C. Gene quantification is performed using the comparative threshold cycle (CT) method.

### Western blotting

HepG2 cells with miR-300-3p overexpression or inhibition were cultured in 12-well plates using DMEM complete medium. When the density of the cells reaches 80%–90%, wash the cells three times with PBS, and then lyse them with protein lysis buffer on ice for 30 min. Centrifuge the protein lysis buffer at 12,000×g for 10 min, and collect the supernatant. Subsequently, each protein sample was subjected to electrophoresis on a sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) gel at different concentrations. Conduct the film transfer operation subsequent to electrophoresis. Subsequently, the membrane was blocked with 5% bovine serum albumin (BSA) for 60 min at room temperature and then incubated with primary antibodies, including anti-P62 antibody (Species: rabbit; Company: CST; Catalog: Q13501) (1:1000), anti-SREBP-1c (Species: rabbit; Company: Absin; Catalog: abs131802) (1:500), anti-Bcl-2 (Species: rabbit; Company: Absin; Catalog: abs131701) (1:1000), anti-LC3 (Species: rabbit; Company: CST; Catalog: Q9H492) (1:1000), anti-FASN (Species: rabbit; Company: Absin; Catalog: abs135626) (1:1000), anti-TNF-α (Species: rabbit; Company: Absin; Catalog: abs149748) (1:1000), anti-Caspase-3 (Species: rabbit; Company: Proteintech; Catalog: 19677-1-AP) (1:1000), anti-Bax (Species: rabbit; Company: Bimaka; Catalog: A5131) (1:1000), anti-STX17 (Species: rabbit; Company: Proteintech; Catalog: 17815-1-AP) (1:1000), and anti-Tubulin (Species: rabbit; Company: Absin; Catalog: abs131994) (1:1000). The membrane was incubated with primary antibody at 4 °C for at least one night, and then washed three times with PBS containing 0.1% Tween-20 (PBST) for 10 min every time. Subsequently, incubate the membrane with secondary antibody at room temperature for 1 h, followed by three washes with PBST. Protein bands were visualized using ECL reagent (Millipore, United States). Employing Tubulin as an internal control, the signal intensity of each band was analyzed using ImageJ software.

### Immunofluorescence

Cells were fixed with 4% paraformaldehyde for 15 min at room temperature, permeabilized with 0.1% Triton X-100, and then the HepG2 cells and spheroids were incubated with primary and then secondary antibodies. Subsequently, the nuclei were stained with 4^’^,6-Diamidino-2-phenylindole (DAPI). Images of HepG2 cells and spheroids were captured under a fluorescence microscope (Nikon, Japan).

### Identification of target genes for miR - 300 - 3p

Possible target genes of miR - 300 - 3p were forecasted with online bioinformatics tools, including miRDB, miRTarBase, miRanda, and TargetScan. A Venn diagram was constructed using VennDiagram software to identify the overlapping target genes. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the target genes was performed utilizing the clusterProfiler package in RStudio software, and a network metabolic pathway map was generated. Genes involved in autophagy-related pathways were screened, and miR - 300 - 3p within the 3′ untranslated region (3′UTR) were predicted. Based on the database scores and the functional annotations of each gene, STX17 was recognized as a potential target gene of miR - 300 - 3p, which was further verified by quantitative real-time PCR (qRT-PCR), Western blot analysis and Dual-luciferase reporter.

### Dual-luciferase reporter

The gene sequence of STX17 was cloned and then inserted into the pmirGLO. The eukaryotic vectors expressing STX17 were designated as pmirGLO STX17 - WT and pmirGLO STX17 - MUT. To investigate the affinity of the transcription factor STX17 for the miR - 300 - 3p promoter sequences, a recombinant plasmid lipo2000, encompassing the miR - 300 - 3p promoter sequences or forecasted binding sites, was built and transferred into 293T cells along with pmirGLO STX17 - WT or pmirGLO STX17 - MUT. 293T cells were cultivated in a constant temperature and humidity incubator at 37 °C and 5% CO_2_, using a medium containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin. Cells are seeded into a 24 - well plate at a density of 5 x 10^4^ cells per well. For each well, cells were transfected in accordance with the manufacturer’s protocol. 24–48 h post-transfection, the culture medium was aspirated. Cells were gently washed once with 1x phosphate-buffered saline (PBS) and lysed with 100 µL of 1x Passive Lysis Buffer (PLB, Promega) per well with gentle shaking for 10–15 min at room temperature. Luciferase activity was measured successively via the Dual-Luciferase Reporter Assay System (Promega, FR201-01-V2).

### Population study subjects

This study was approved by the Human Research Ethics Committee of Qingdao Municipal Hospital (Qingdao, China). All the participants had Northern Han Chinese ethnicity, and the study was carried out in accordance with the principles of the Declaration of Helsinki and its revisions (Rickham, 1964; Du et al., 2016). This study included a total of 30 Chinese adult patients (both male and female) diagnosed with MAFLD through liver biopsy, as well as 30 age- and gender-matched healthy controls between January 2024 and June 2025. Clinical data of the patients and healthy controls were collected from Qingdao Municipal Hospital. MAFLD and MAFLD Activity Score (MAS) were diagnosed through standard clinical evaluations in accordance with the criteria of the Asian Pacific Association for the Study of the Liver (APASL) (Eslam et al., 2025). Subjects with infectious diseases, other liver diseases, diabetes mellitus, concurrent major renal diseases or cardiac disorders were excluded from the study.

### Baseline biochemical and demographic analyses

A standardized research survey was employed to acquire fundamental clinical information (including name, height, weight, age, gender, smoking status, and hypertension status). Blood specimens were collected from each participant after a 12-h overnight fast. Serum levels of aspartate aminotransferase (AST), alanine aminotransferase (ALT), TG, total cholesterol (TC), low - density lipoprotein (LDL), high - density lipoprotein (HDL), hyaluronic acid (HA), platelet count (PLT) and fasting plasma glucose (FPG) were determined via routine enzymatic assays. Fibroscan is used for detecting the degree of steatosis and liver fibrosis in patients. The pathological report and MASH scoring are reviewed by two pathologists.

### Statistical analyses

Quantitative data are presented as mean ± standard deviation when following a normal distribution. Experiments were conducted with three separate replications. Experimental data were processed using GraphPad Prism10 software, with independent samples t-tests employed for inter-group comparisons. Pearson correlation analysis was employed to evaluate two-parameter correlations. Statistical significance was set as P < 0.05.

## Results

### Downregulation of miR - 300 - 3p promotes FFAs-induced lipid accumulation and hepatic inflammation in HepG2 cells

In the current research, we successfully established a MAFLD mice model by feeding 8-week-old male C57BL/6 mice a high-fat diet (HFD) for 16 weeks we explored the profiling alterations of MicroRNAs in experiments and resolved that miR - 300 - 3p is shown at a low level in the livers of MAFLD mice and FFA - induced HepG2 cells (Figures 1A,B).

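Liver RNA from 3 mice fed a normal diet (NC) and 3 MAFLD mice fed a high-fat diet was analysed by small RNA sequencing, which ligates adapters to both ends of short RNAs and counts how often each mature miRNA is read. The paper describes 6 mice per diet, fed for 16 weeks from 8 weeks of age, and gives n = 3 for Figure 1. There is 1 library per replicate, and no pooling of livers is described. The authors deposited CPM values for 1546 mature mouse miRNAs, that is, the reads assigned to a miRNA scaled to the same total of reads on all listed miRNAs in each library. The read trimming, the aligner, the version of the miRNA database and the genome build are not named in the paper's text. All CPM values (100%) were whole multiples of the smallest value of their library, so the number of reads behind each value was recovered. The NC libraries held 2549598, 1569367 and 1336935 reads on miRNAs, and the MAFLD libraries held 2665458, 4685712 and 1534569. The smallest level the depth could show, taken as 3 reads, lay between 0.640 CPM in MAFLD replicate 2 and 2.24 CPM in NC replicate 3. MiR-148a-3p was the most abundant miRNA in all 6 libraries. It took 71.4%, 63.3% and 48.5% of the reads in the NC libraries and 46.8%, 56.7% and 51.6% in the MAFLD libraries, so the CPM of every other miRNA depends in part on this share. At least 1 read was found for 752, 697 and 801 miRNAs in the NC libraries and for 911, 901 and 921 in the MAFLD libraries. When all libraries were thinned to the 1336935 reads of the smallest, the medians over 100 draws were 617, 667 and 801 against 746, 627 and 882.5, and the groups overlapped. Among the miRNAs with a mean of at least 1 CPM and at least 200 reads in all libraries together, the reads of 8 pairs differed by at most 2% or 1 read in every library, as for miR-199a-3p and miR-199b-3p, so some reads were counted on more than 1 name. The 501 miRNAs with a mean of at least 1 CPM over the 6 libraries were compared between the groups with limma on log2(CPM + 1), with moderated spread and a trend on abundance, and the p-values were adjusted by the Benjamini-Hochberg method. The added 1 CPM draws the fold changes of scarce miRNAs towards 0. The median log2 fold change of the 501 miRNAs was 0.43 in MAFLD against NC livers, and it was 0.044 when each library was scaled by its median ratio to the geometric mean of all libraries.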

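MiR-300-3p is the product of Mir300 (ENSMUSG00000098807.2), a hairpin of 79 nt on the plus strand of chromosome 12 from 109724313 to 109724391 in the mouse reference GRCm38, where no other annotated gene overlaps it. The hairpin reads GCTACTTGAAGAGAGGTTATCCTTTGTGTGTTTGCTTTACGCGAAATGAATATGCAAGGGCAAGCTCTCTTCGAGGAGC. In the NC livers miR-300-3p was read 16, 27 and 15 times, which is 6.28 CPM (95% Wilson interval 3.86 to 10.2), 17.2 CPM (11.8 to 25.0) and 11.2 CPM (6.80 to 18.5). In the MAFLD livers it was read 9, 3 and 5 times, which is 3.38 CPM (1.78 to 6.42), 0.640 CPM (0.218 to 1.88) and 3.26 CPM (1.39 to 7.63). MAFLD replicate 2 was thus at the smallest level its depth could show. The intervals cover counting error only, that of NC replicate 1 overlapped with those of MAFLD replicates 1 and 3, and that of NC replicate 3 overlapped with that of MAFLD replicate 3. The mean was 11.6 ± 5.47 CPM (SD, n = 3) in NC livers and 2.43 ± 1.55 CPM (SD, n = 3) in MAFLD livers. Each MAFLD liver had less miR-300-3p than each NC liver (two-sided exact permutation test of log2(CPM + 1), p = 0.1, the smallest p that 3 livers against 3 allow). The log2 fold change was −1.91 (standard error 0.58), with an unadjusted p of 0.00499 and an adjusted p of 0.152 from limma, which ranked it in position 13 of the 501 miRNAs. The difference was larger than the spread between the livers but was not past the adjusted p of 0.05. With DESeq2 on the recovered reads, the alternative that moved the fold most, the log2 fold change was −2.89 and the adjusted p was 0.00483. With edgeR on the same reads it was −2.83, with an adjusted p of 0.0646. The largest adjusted p was 0.592, without NC replicate 2, and 2 of 19 alternatives passed 0.05.

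**Figure D1:**
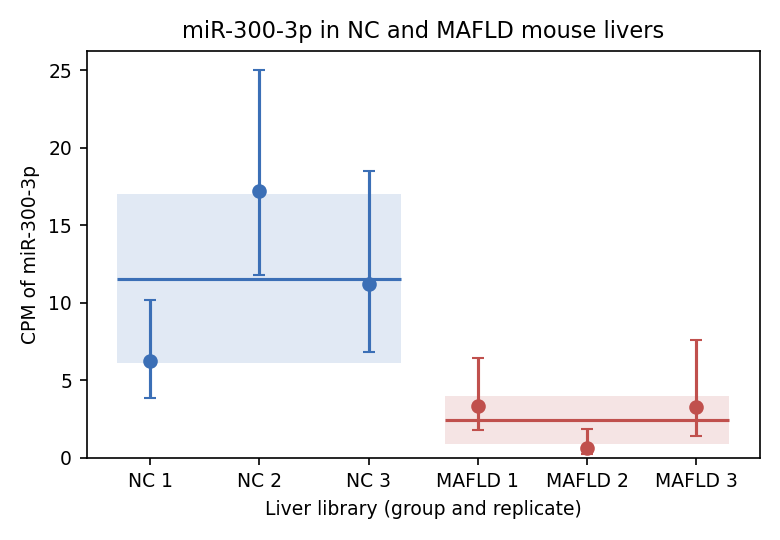
CPM of miR-300-3p in each liver library, by group and replicate. Points are single libraries with 95% Wilson intervals, lines are the group means and shaded bands are 1 SD to each side (n = 3). The NC livers lie between 6.28 and 17.2 CPM, and the MAFLD livers lie between 0.640 and 3.38 CPM.

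The 3′ part of the Mir300 hairpin shares the 16 nt CAAGGGCAAGCTCTCT with the hairpin of Mir381 (chromosome 12, 109726822 to 109726896). MiR-300-3p made up between 4.29% and 9.89% of the reads of both in the 6 libraries, with no difference detectable at this depth (Fisher's exact test with 100000 simulated tables, p = 0.585). MiR-9-5p, a miRNA typical of brain tissue that was chosen after its values were seen, stood at 344 and 530 CPM in NC replicates 1 and 2 and between 4.48 and 12.4 CPM in the other libraries, NC replicate 3 included. From the profiling and the relative levels in Figure 1A, the paper states that miR-300-3p is at a low level in the livers of MAFLD mice. Its methods also describe qRT-PCR of miR-300-3p in the livers of both groups. That measurement is separate from the sequencing and was not re-analysed here.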

**FIGURE 1:**
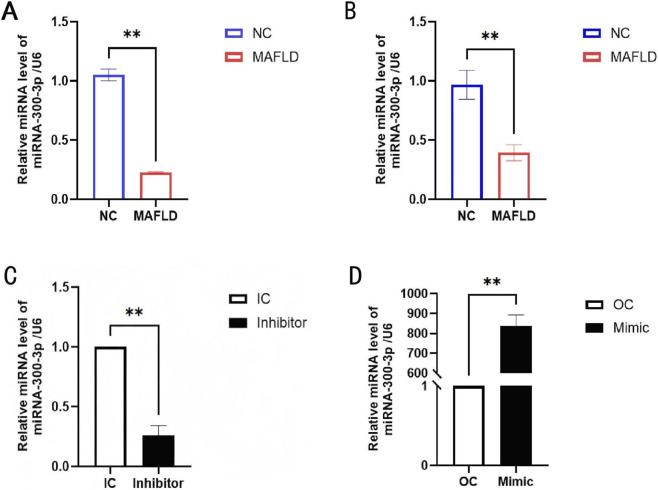
MiR-300-3p was decreased in the livers of MAFLD mice and FFA-induced HepG2 cells. **(A)** MiR-300-3p was decreased in the livers of MAFLD mice. **(B)** MiR-300-3p was downregulated in the FFA-induced HepG2 cells. **(C)** MiR-300-3p was downregulated in HepG2 cells successfully. **(D)** MiR-300-3p was overexpressed in HepG2 cells successfully. Data in **(A–D)** are means±SDs (n = 3). *P < 0.05, **P < 0.01. NC, Healthy control; OC, over-expression control; IC, inhibition control.

The experimental procedure for constructing the MAFLD cell model and subsequently transfecting cells with miR - 300 - 3p mimics, miR - 300 - 3p inhibitors, and corresponding scrambled controls is depicted in (Figure 2A). MiR - 300 - 3p was downregulated or overexpressed in HepG2 cells successfully (Figures 1C,D). In miR - 300 - 3p-inhibited HepG2 cells, the intracellular lipid droplets, triglyceride (TG) contents, and inflammatory factors exhibited a significant increase. Conversely, in miR - 300 - 3p - overexpressing HepG2 cells, these parameters decreased significantly (Figures 2B–D). At the mRNA and protein levels, the expression of FASN, SREBP - 1c, and TNF -ɑ was notably elevated in miR - 300 - 3p - inhibited cells and reduced in miR - 300 - 3p - overexpressing cells (Figures 2E–G). These findings indicate that downregulation of miR - 300 - 3p promoted HepG2 cell lipid accumulation and hepatic inflammation.

**FIGURE 2:**
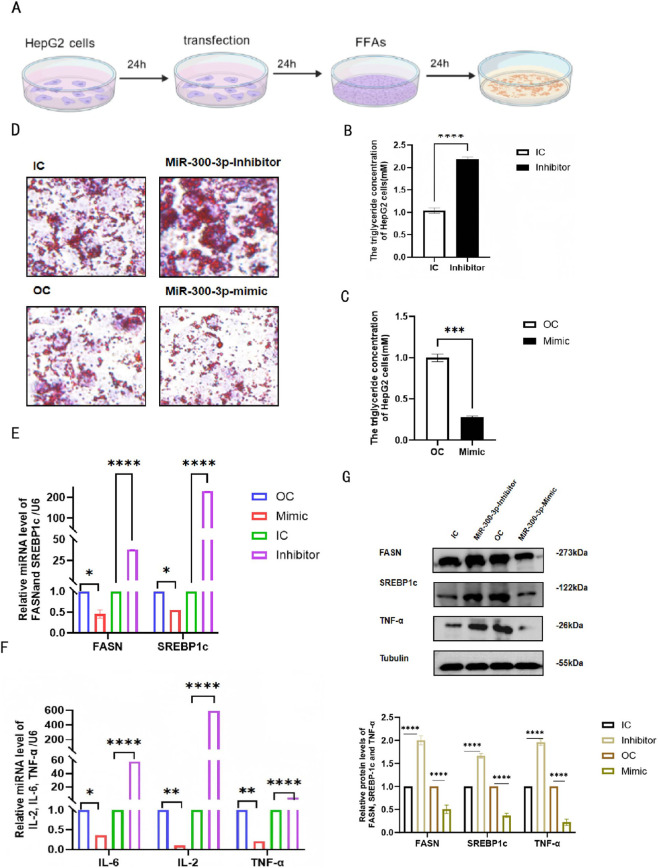
Downregulation of miR-300-3p promotes FFA-induced lipid accumulation and hepatic inflammation in HepG2 cells. **(A)** The experimental flow of the MAFLD cell model construction and miR-300-3p mimics, miR-300-3p inhibitors and as well as corresponding scrambled controls transfection in HepG2 cells. **(B,C)** Intercellular TG contents in miR-300-3p -inhibited and -overexpressing in HepG2 cells. **(D)** Oil Red O staining (400×) and the relative areas of lipid droplets in miR-300-3p-inhibited and -overexpressing in HepG2 cells. **(E,F)** mRNA levels of FASN, SREBP-1c, IL-6, IL-2 and TNF-αin miR-300-3p -inhibited and -overexpressing in HepG2 cells. **(G)** Protein levels of FASN, SREBP-1c and TNF-α in miR-300-3p -inhibited and -overexpressing in HepG2 cells. Data in **(B,C)** and **(E–G)** are means±SDs (n = 3). *P < 0.05, **P < 0.01, ^***^P < 0.001, ^****^P < 0.0001. OC, over-expression control; IC, inhibition control.

### Downregulation of miR - 300 - 3p promotes apoptosis in HepG2 cells

After treating the cells as shown in Figure 2A, we tested the apoptosis rate of each group and found the rate of apoptosis in HepG2 cells were increased in miR - 300 - 3p - inhibited HepG2 cells and declined notably in miR - 300 - 3p - overexpressing HepG2 cells (Figures 3A,B). At mRNA levels, Capase-3 and BAX expression was significantly increased in miR-300-3p-inhibited cells and decreased in miR - 300 - 3p - overexpressing cells, Bcl-2 expression produces the opposite result (Figure 3C). At the protein levels, Capase-3 was notably elevated in miR - 300 - 3p - inhibited cells and decreased in miR - 300 - 3p - overexpressing cells, Bcl-2 and BAX expression had not statistically significant difference in comparison with the control group (Figure 3D). Bcl-2 exhibits discordant expression patterns at the mRNA and protein levels. These discoveries suggest that downregulation of miR-300-3p promotes apoptosis in HepG2 cells.

**FIGURE 3:**
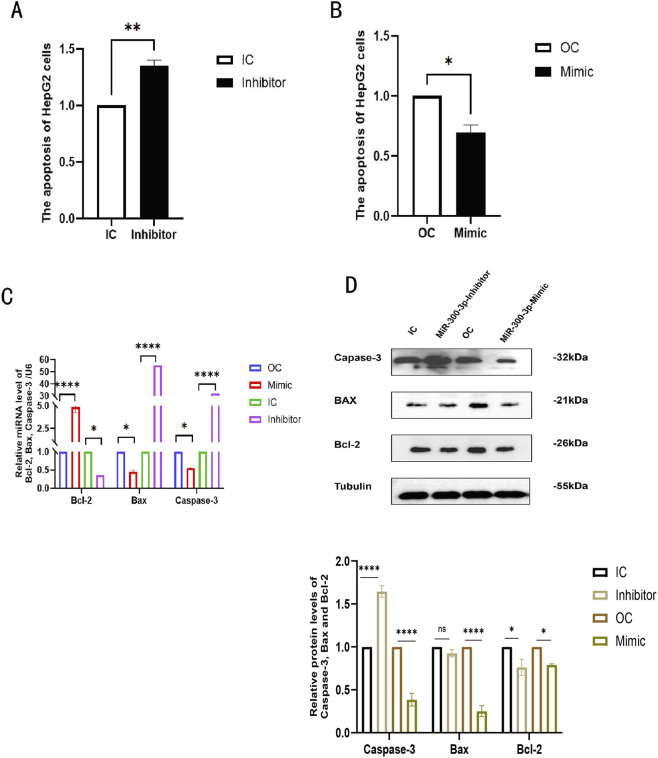
Downregulation of miR-300-3p induces apoptosis in HepG2 cells to promote it. **(A,B)** The apoptosis rate in miR-300-3p -inhibited and -overexpressing in HepG2 cells. **(C)** mRNA levels of Bax, Bcl-2 and Caspase-3 in miR-300-3p -inhibited and -overexpressing in HepG2 cells. **(D)** Protein levels of Bax, Bcl-2 and Caspase-3 in miR-300-3p -overexpressing and -inhibited in HepG2 cells. Data in **(A–D)** are means±SDs (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. OC, over-expression control; IC, inhibition control.

#### miR - 300 - 3p targeted STX17, which is essential for the fusion of autophagosome and lysosome

The findings of the GO and KEGG analyses imply that miR - 300 - 3p participates in the autophagy process of MAFLD (Figure 4A). Sixteen genes, including STX17, were recognized as potential targets of miR - 300 - 3p (Figure 4B). STX17 is involved in the process of autophagy, which is essential for the fusion of autophagosome and lysosome. Predicted binding sites of miR - 300 - 3p and STX17 are shown in (Figure 4C). Firstly, the potential binding site of miR - 300 - 3p with the STX17 mRNA 3′-UTR was predicted, and the STX17 3^’^-UTR wild-type (WT) and STX17 3^’^-UTR mutant (MUT) sequence were cloned into the pmirGLO vector and co-transfected with miR - 300 - 3p into 293T cells for dual luciferase reporter assay. The relative expression levels of the STX17 -WT luciferase reporter gene showed a significant difference compared to the NC group (P < 0.05), indicating that miR - 300 - 3p exerts regulatory effects on STX17-WT in this experiment. Additionally, no significant difference was observed between the STX17 -MUT and the NC group (P > 0.05), suggesting that miR - 300 - 3p binds to the predicted binding site of STX17-WT to exert its regulatory function (Figure 4D). Dual-fluorescein enzyme labeling (DFE) in HepG2 cells confirmed that STX17 is a target of miR - 300 - 3p. The level of STX17 in HepG2 cells was markedly upregulated, which was completely consistent with the pattern of expression miR - 300 - 3p (Figure 4E). STX17 expression was significantly decreased in miR - 300 - 3p - inhibited HepG2 cells and markedly increased in overexpressing HepG2 cells (Figure 4F). The results was inconsistent with canonical miRNA biology predicts and this directional inconsistency suggests the relationship is more complex than a direct one-to-one repression, which indicated that the regulation of miR - 300 - 3p on STX17 might has context-dependent and involve indirect mechanism, feedback loop or multi-level control. Consistent with these findings, the downregulation of miR - 300 - 3p led to the aggregation of P62 and LC3-II, indicating the suppression of late - stage autophagy. Conversely, autophagy activation was detected in miR - 300 - 3p - overexpressing cells, as demonstrated by the enhanced degradation of p62 and the elevated levels of LC3-II (Figure 5A). Immunofluorescence assays corroborated the identical expression tendency (Figure 5B). These discoveries imply that miR - 300 - 3p directly interacts with STX17 and modulates its expression in HepG2 cells.

**FIGURE 4:**
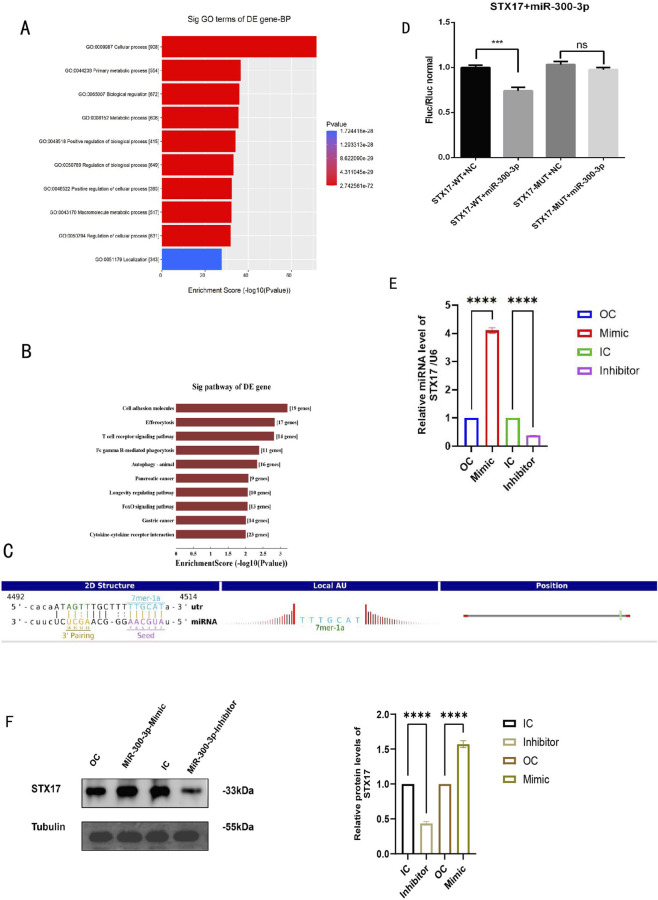
MiR-300-3p regulates STX17 in HepG2 cells. **(A,B)** GO enrichment analysis (Biological Process category) and KEGG enrichment analysis diagrams of sixteen predicted target genes of miR-300-3p. **(C)** The predicted binding sites between miR-300-3p and STX17 were putatively identified via the TargetScan database. **(D)** Dual-luciferase reporter assay (DLRA) in HepG2 cells validated that STX17 is a direct target gene of miR-300-3p. **(E,F)** The mRNA and protein expression levels of STX17 in HepG2 cells with miR-300-3p inhibition or overexpression. Data in **(A–D)** are means±SDs (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. OC, overexpression control; IC, inhibition control.

**FIGURE 5:**
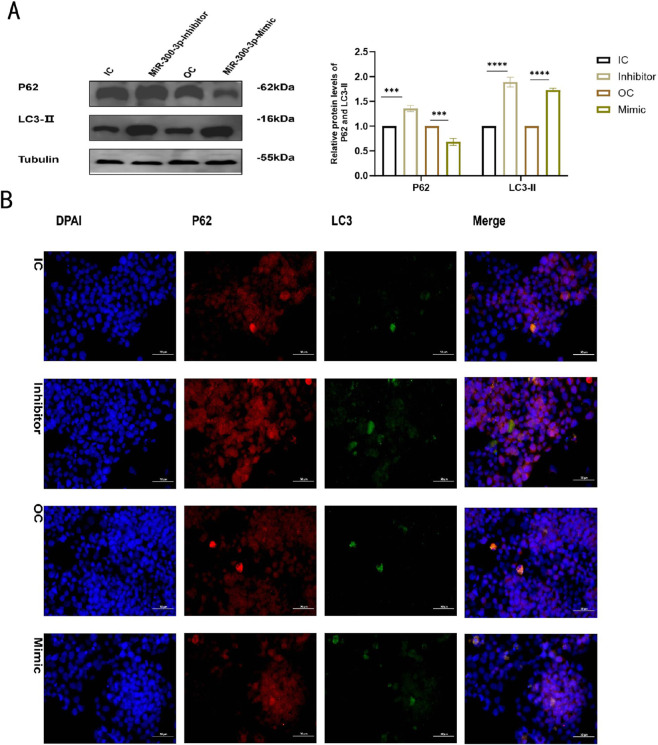
P62 and LC3-II in miR-300-3p -inhibited and -overexpressing in HepG2 cells. **(A)** The protein levels of P62 and LC3-II in miR-300-3p -inhibited and -overexpressing in HepG2 cells. **(B)** P62 and LC3-II in miR-300-3p -inhibited and -overexpressing by Immunofluorescence assay. Data in (A-D) are means±SDs (n = 3). *P < 0.05, **P < 0.01,***P < 0.001,****P < 0.0001. OC, overexpression control; IC, inhibition control.

##### MiR - 300 - 3p promoted autophagy by regulating STX17, reduces lipid accumulation, inflammatory response, and decreases hepatocyte apoptosis

STX17 was inhibited or overexpressed in HepG2 cells successfully (Figure 6A). After treating the cells as shown in the (Figure 2A). Previous experiments have found downregulation of miR - 300 - 3p led to the aggregation of P62 and LC3-II, showing the suppression of late-phase autophagy (Figure 5A). Subsequently, we assessed the capacity of STX17 to modulate lipophagy. In STX17-inhibited HepG2 cells, elevated levels of P62 and LC3 were observed, suggesting the suppression of autophagosome - lysosome fusion. Conversely, in STX17-overexpressed HepG2 cells, a reduction in P62 levels and an increase in LC3-II levels were detected, indicating a more active autophagy process (Figure 7A). Immunofluorescence assays confirmed the consistent expression trend (Figure 7B). In HepG2 cells, the suppression of STX17 expression led to a significant elevation in intracellular lipid droplet accumulation, triglyceride (TG) levels, and hepatic inflammatory responses, whereas STX17 overexpression exerted a pronounced inhibitory effect on these parameters (Figures 6B–D). At both the protein and mRNA levels, the expression of sterol regulatory SREBP-1c, FASN, and TNF-α was remarkably upregulated in STX17-silenced cells and notably downregulated in STX17-overexpressing cells (Figure 6B). The inhibition of STX17 expression promotes apoptosis in HepG2 cells. At the protein levels, Capase-3 and Bax was significantly increased in STX17-inhibited cells and decreased in STX17-overexpressed cells, Bcl-2 was the opposite result (Figure 6F). Consequently, we verified the association between the miR - 300 - 3p and STX17 signaling axes. Elevated STX17 levels facilitated the autophagy process, inhibited lipid accumulation and the inflammatory response, and reduced hepatocyte apoptosis. Consistent with this finding, when overexpressing miR - 300 - 3p, comparable effects were observed. These data indicated that miR - 300 - 3p and STX17 might be situated on the same signaling axis. Overexpression of STX17 inhibit steatosis-to-MASH progression.

**FIGURE 6:**
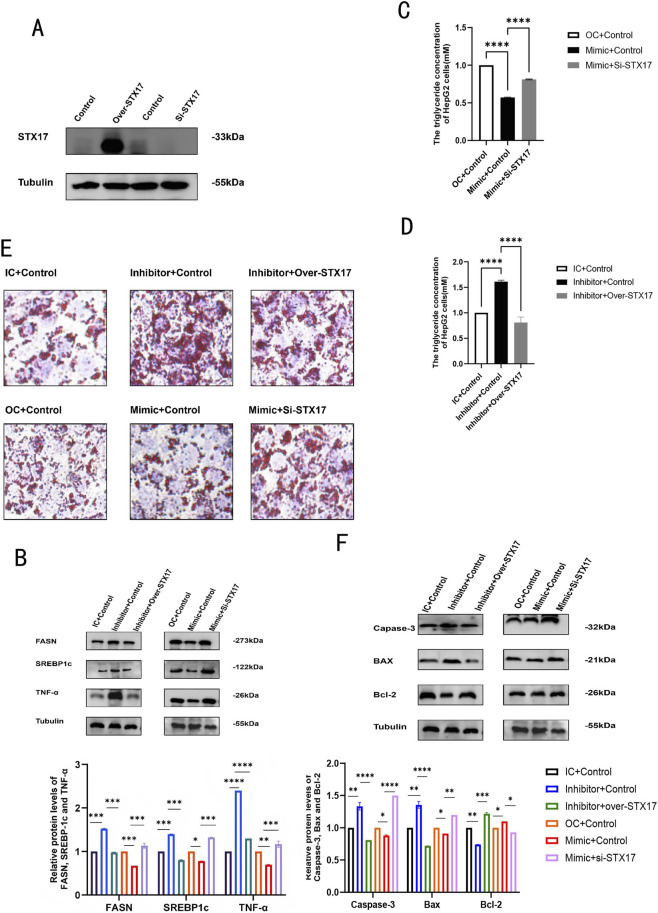
MiR-300-3p promoted autophagy by regulating STX17, reduces lipid accumulation, inflammatory response, and decreases hepatocyte apoptosis. **(A)** STX17 was inhibited or overexpressed in HepG2 cells successfully.**(B)** Protein levels of FASN, SREBP-1c and TNF-αin STX17 -inhibited and -overexpressing in HepG2 cells. **(C,D)** Intercellular TG contents in STX17-inhibited and -overexpressing in HepG2 cells. **(E)** Oil Red O staining (400×) and relative areas of lipid droplets in STX17-inhibited and -STX17 in HepG2 cells. **(F)** Protein levels of Bax, Capase-3 and Bcl-2 in STX17 -inhibited and -overexpressing in HepG2 cells. Data in **(A–D)** and **(F)** are means±SDs (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. OC, miR-300-3p overexpression control; IC,miR-300-3p inhibition control; Control, STX17-overexpression control or STX17-inhibition control; Si-STX17, STX17-inhibition; Over-STX17, STX17-overexpression.

**FIGURE 7:**
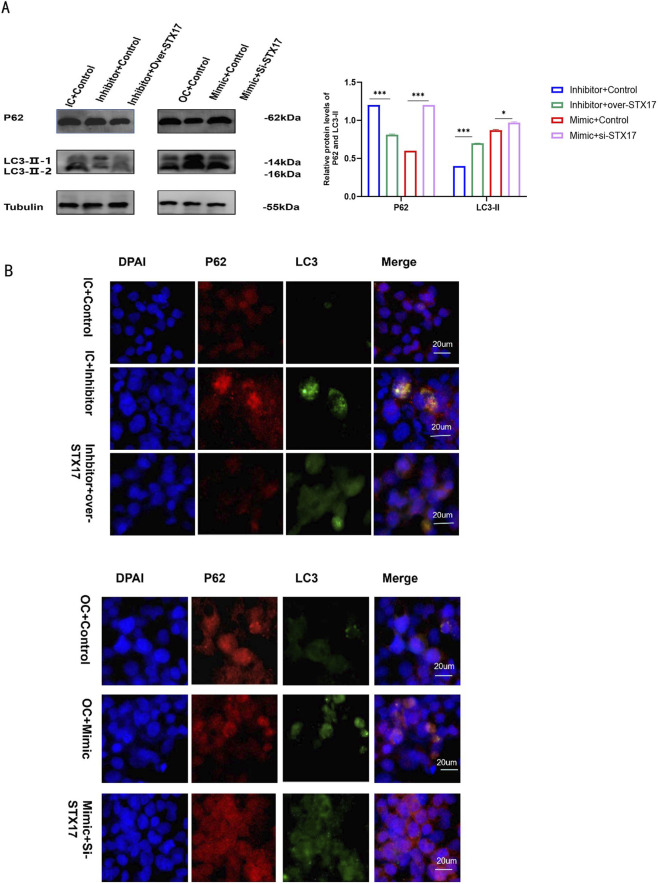
P62, LC3-II in STX17-inhibited and -overexpressing in HepG2 cells. **(A)** Protein levels of P62, LC3-II in STX17-inhibited and -overexpressing in HepG2 cells. **(B)** P62 and LC3-II in STX17-inhibited and -overexpressing by Immunofluorescence assay. Data in (A-D) are means±SDs (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. OC, overexpression control; IC, inhibition control.

### Clinical significance of miR - 300 - 3p in MASH patients

We conducted an analysis of the potential clinical relevance of miR - 300 - 3p and STX17 in humans. We investigated the expression amounts of miR - 300 - 3p and STX17 in the plasma of thirty age-and sex-matched healthy individuals and liver biopsy-confirmed MAFLD patients (Supplementary 1). MAFL and MASH patients were differentiated based on MAS. Fibrosis scoring relies on the MAFLD guideline evaluation criteria (Eslam et al., 2025). The pathological report was issued by two professional pathologists separately. In comparison with the normal healthy control group, the levels of miR - 300 - 3p and STX17 in plasma of MAFLD patients were significantly reduced (Figures 8A,B). Compared with patients with simple steatosis, patients with MASH exhibited reduced levels of miR - 300 - 3p and STX17 in their plasma, and these levels gradually decreased as the degree of fibrosis increased (Figures 8C,D). Through linear regression analysis of ΔCT values (Li B. et al., 2023; Wang et al., 2013), we discovered that the expression of miR - 300 - 3p and STX17 was positively correlated in all subjects (Figure 8E). In addition, miR - 300 - 3p and STX17 were negatively associated with ALT and AST levels (Figures 8F,G,J,K). We also examined the relationship between miR - 300 - 3p and STX17 expression and lipid metabolism biomarkers. As a result, we found a significant and negative correlation of miR - 300 - 3p and STX17 expression with plasma total triglyceride concentrations (Figures 8H,L). However, no significant correlation was obtained between miR - 300 - 3p and STX17 expression with plasma total cholesterol concentrations (Figures 8I,M). In summary, these research findings recommend that the reduced expression level of miR - 300 - 3p may be associated with MASH and related lipid metabolism in human subjects.

**FIGURE 8:**
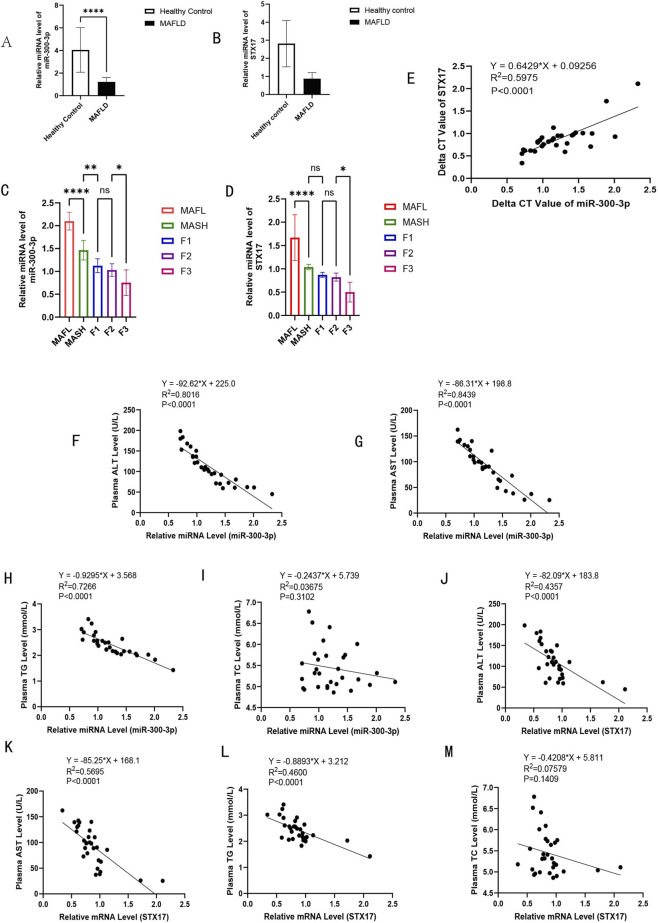
Clinical significance of miR-300-3p in MASH patients. **(A)** Relative miRNA level of miR-300-3p in the plasma of MAFLD patients, compared with normal healthy controls. **(B)** Relative mRNA level of STX17 in the plasma of MAFLD patients, compared with normal healthy controls. **(C)** Relative miRNA level of miR-300-3p in simple steatosis, MASH and in fibrosis grade. **(D)** Relative mRNA level of STX17 in simple steatosis, MASH and in fibrosis grade. **(E)** Correlation of delta CT value of miR-300-3p and STX17. **(F)** The plasma ALT levels were negatively correlated with the expression of miR-300-3p. **(G)** The plasma AST levels were negatively correlated with the expression of miR-300-3p. **(H)** The plasmaTG levels were negatively correlated with the expression of miR-300-3p. **(I)** No notable correlation was found between the expression of miR - 300 - 3p and TC levels. **(J)** The expression of STX17 presented a negative correlation with plasma ALT levels. **(K)** The expression of STX17 had a negative correlation with plasma AST levels. **(L)** The expression of STX17 had a negative correlation with plasma TG levels. **(M)** No significant correlation was obtained between STX17 expression with TC levels. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

In the current research, several dysregulated miRNAs were recognized between the two groups of mouse models via an unbiased screening of the normal - feeding and MAFLD mouse models. 

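Among the 501 miRNAs tested in the livers, 1 had an adjusted p under 0.05. This was miR-802-5p, at 23.0 ± 14.4 CPM (SD, n = 3) in NC livers and 131 ± 27.5 CPM (SD, n = 3) in MAFLD livers. Its log2 fold change was 2.60 (standard error 0.47, adjusted p = 0.0263 from limma with Benjamini-Hochberg adjustment), and all MAFLD livers were above all NC livers. At an unadjusted p under 0.05 there were 90 miRNAs, of which 67 were higher and 23 were lower in MAFLD livers, and all 90 differed by at least 1.5-fold. The groups did not overlap for 97 of the 501 miRNAs (19.4%, where chance gives 10%), of which 76 were higher and 21 lower. The number past the adjusted p moved to 114 without NC replicate 3 and to 28 with DESeq2 on the recovered reads. It was 37 with median-ratio scaling and NC replicate 3 left out, which was added after the values were seen. It was 0 without the filter, without the trend, without moderation and in some fits that left out 1 library. The balance of directions depended on the scaling and on the libraries used. Without MAFLD replicate 1, 21 miRNAs were higher and 20 lower at an unadjusted p under 0.05 and 1.5-fold. Without NC replicate 3, 146 were higher and 26 lower. With median-ratio scaling, which lowers the median of all miRNAs in MAFLD livers, 27 were higher and 44 lower. Of the 67 higher miRNAs, 35 were also higher at an unadjusted p under 0.05 with this scaling.

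**Figure D2:**
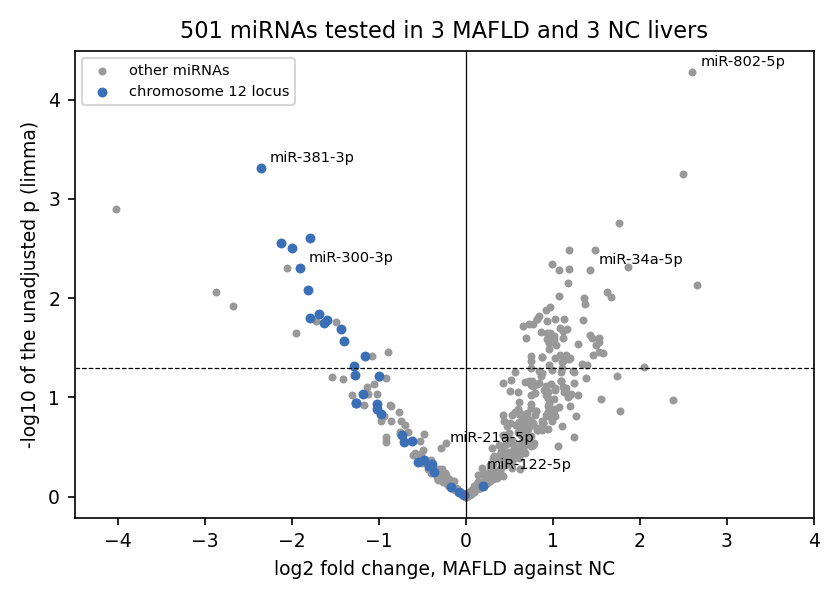
Each point is 1 of the 501 miRNAs tested. The x axis is the log2 fold change of log2(CPM + 1) in MAFLD against NC livers and the y axis is −log10 of the unadjusted p from limma, with a dashed line at a p of 0.05. Of the 23 miRNAs lower above the line, 14 belong to the chromosome 12 locus drawn in blue, and 0 of the 67 higher miRNAs do. Another 5 of the 23 are on a list of miRNAs typical of brain tissue.

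The paper gives no rule for the screen in its text beyond the general p of 0.05 of its statistics section.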

Our research shown the importance of miR - 300 - 3p in the progression of MAFLD. Firstly, miR - 300 - 3p expression remained downregulated in mouse models with MAFLD. 

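Mir300 lies in a cluster of 39 miRNA genes, from Mir379 to Mir3072, on chromosome 12 of GRCm38 from 109709060 to 109747960, with gaps of at most 10 kb between neighbours. Besides miR-300-3p, 23 mature miRNAs of this cluster were tested, and 22 of them were lower in the livers of MAFLD mice. Their log2 fold changes ran from −2.36 to 0.20, with a median of −1.03 (two-sided exact permutation test of the median over the 6 libraries, p = 0.1, the smallest possible). The rotation test roast in limma, which assumes normal errors, gave a directional p of 0.0829 and a mixed p of 0.082. At an unadjusted p under 0.05, 7 of the 23 were lower and 0 were higher. The miRNAs of a cluster are not independent measurements, and the reads of miR-299a-3p and miR-299b-3p were identical. Over the alternatives the roast or camera p ranged from 0.0103 to 0.209, and the smallest came from quantile normalization, which lowers the median of all miRNAs in MAFLD livers. Camera is counted there with the correlation between the miRNAs estimated from the data, which was 0.386. With camera's preset correlation in place of this estimate the p was 4.46e-14, which is not counted in the range. MiR-381-3p, the neighbour with the largest fall, was at 171 ± 109 CPM (SD, n = 3) in NC livers and 32.6 ± 19.3 CPM (SD, n = 3) in MAFLD livers, a log2 fold change of −2.36 (standard error 0.54, adjusted p = 0.0928 from limma). Each MAFLD liver had less miR-381-3p than each NC liver. Across gaps of up to 100 kb the locus extends to Mir1906-1, from 109544541. The 10 miRNAs tested between Mir1906-1 and Mir370 were all lower, with a median log2 fold change of −1.46 (exact permutation test as for the cluster, p = 0.1). Their roast p was 0.0602. MiR-9-5p, typical of brain tissue, was at 344 and 530 CPM in NC replicates 1 and 2 and at most 12.4 CPM elsewhere. A trace of brain RNA in these libraries may therefore add to the fall of the locus and was not excluded. The cluster did not follow miR-9-5p in all NC livers, as it summed to 222 CPM in NC replicate 1 and 431 CPM in NC replicate 3.

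**Figure D3:**
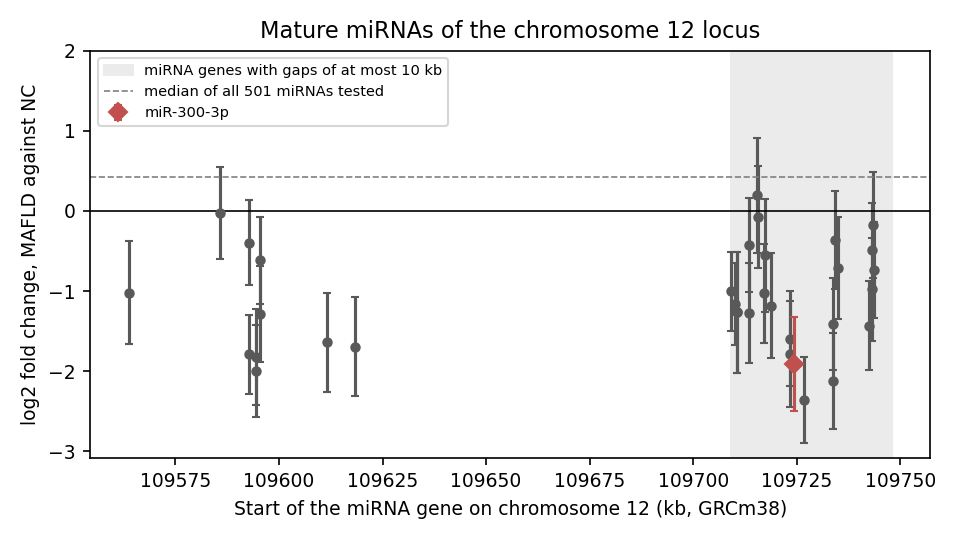
Log2 fold change in MAFLD against NC livers (y axis) of the mature miRNAs tested from the chromosome 12 locus, at the start of their gene in kb of GRCm38 (x axis). Bars are standard errors from limma, the diamond is miR-300-3p, the grey band is the cluster with gaps of at most 10 kb, and the dashed line is the median of all 501 miRNAs. All points but that of miR-494-3p at 0.20 lie below 0.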

Second, *in vitro* loss-of-function experiments demonstrated that knockdown of miR - 300 - 3p in steatotic HepG2 cells remarkably impaired cellular autophagic activity, promoted cell apoptosis, and triggered lipid accumulation, hepatic inflammation as well as hepatocellular injury-all of which represent core pathological hallmarks of MASH. In contrast, transduction of miR - 300 - 3p and over-STX17 successfully alleviated inhibit cell autophagy, cell apoptosis, lipid accumulation, liver inflammation and injury in steatotic HepG2 cells. We uncovered a miR- 300 - 3p - dependent pathway that regulates steatosis-to-MASH progression for the first time.

MicroRNAs (miRNAs) function as potent genetic regulators, capable of orchestrating entire cellular pathways through their interaction with a diverse array of target genes (Diener et al., 2022; Subramanian and Steer, 2019). This ability to modulate multiple components of a biological process makes miRNAs particularly attractive as therapeutic agents for restoring cellular functions that become dysregulated in disease states (Huang, 2017). Against this background, according to PubMed records, since 2010, over 1400 articles under the heading of ‘miRNA-based therapeutics’ have been published. Based on the findings of our research, liver-specific supplementation of miR - 300 - 3p might offer a potential option for therapeutic intervention against MASH.

We observed a notable elevation in the expression of Bcl-2 mRNA, while no corresponding alterations were detected in protein levels. This evident disparity is consistent with the well - established post - transcriptional regulatory networks. Amelia Cimmino et al. shown that Bcl-2 translation can be suppressed by miRNAs binding to its 3′UTR, blocking ribosomal assembly without mRNA decay (Cimmino et al., 2005). Sherrill KW reported the 5′UTR of Bcl-2 mRNA contains an internal ribosomal entry site (IRES), which selectively initiates translation under stress conditions independent of mRNA abundance (Sherrill et al., 2004). Zhong et al. (2005) found that the Bcl-2 protein can be targeted by E3 ubiquitin ligases and accelerated degradation through the ubiquitin-proteasome system (UPS). Under stress conditions, UPS activity may be enhanced, counteracting the protein accumulation caused by the upregulation of mRNA (Zhong et al., 2005). Our findings highlights the complexity of gene expression regulation and is not contradictory. The potential mechanisms underlying this phenomenon require further investigation in the future.

Through dual luciferase reporter assay and bioinformatic prediction showed that STX17 is a strong putative target of miR - 300 - 3p in MAFLD progression. Our manuscript reports that downregulation of miR-300-3p leads to decreased STX17 expression and promotes disease progression. However, canonical miRNA biology predicts that reduced miRNA levels should relieve repression and increase target gene expression (McGeary et al., 2019). The observed directionality (miR - 300 - 3p ↓ → STX17 ↓) contradicts established miRNA-mRNA regulation. Upon re-evaluating our data and the existing literature, this directional inconsistency suggests the relationship is more complex than a direct one-to-one repression. Many researches reported that miRNA regulation might has context-dependent and can involve indirect mechanisms, feedback loops, or multi-level control (Ren et al., 2025; Kalpachidou et al., 2025; Treekitkarnmongkol et al., 2026; Diener et al., 2024; Masalha et al., 2018; Hao et al., 2025). Emerging researchs highlight that miRNA-mediated regulation can exhibit bidirectional or paradoxical effects under pathological conditions (Diener et al., 2024). Vasudevan et al. substantiated that under the circumstances of cell cycle arrest or stress, miRNAs undergo a transformation from translation inhibition to translation activation (Vasudevan et al., 2007). Xiao et al. found that the miRNA - AGO2 complex is capable of entering the nucleus, binding to gene promoter regions, and directly initiating transcription (Xiao et al., 2017). The review clearly indicated that miRNAs indirectly modulate downstream genes by targeting transcription factors, thereby establishing a cascade effect. In this regard, the association between miRNAs and downstream genes might display a positive correlation (Bartel, 2009). Hao X et al. reported that CircMFN2/miR - 361 - 3p/ELK1 feedback loop promotes glutaminolysis and the progression of hepatocellular carcinoma (Hao et al., 2025). Building upon the aforementioned theoretical framework and the experimental data at hand, it is posited that the direct binding ability of miR - 300 - 3p to STX17 does not conflict with their positive correlation within endogenous cellular contexts. The former reflects their molecular recognition capability, whereas the latter reflects the biological reality wherein indirect transcriptional regulation predominates under MAFLD pathological conditions. This interpretation situates our findings within the advanced framework of miRNA regulatory networks and provides a clear direction for future investigations into the functional mechanisms of miR - 300 - 3p in MAFLD.

Our research reveals that alterations in STX17 mRNA and protein levels exhibit consistent trends under miR - 300 - 3p regulation. Furthermore, STX17 itself modulates the expression of transcription factors such as SREBP-1c and FASN. This suggests that STX17 likely resides within a complex transcriptional regulatory network, where its own expression is subject to feedback regulation. Clinical data further support the biological relevance of this model: in plasma samples from MAFLD patients, miR - 300 - 3p and STX17 levels show a positive correlation (Figure 6E), and both correlate with disease severity. This indicates that their positive association represents a genuine biological phenomenon in the pathological state *in vivo*. The observed regulatory patternc (miR - 300 - 3p↓ → STX17 ↓) represents a non-canonical yet biologically valid mode of regulation. This non-canonical interaction arises from the synergistic effects of direct binding between miR - 300 - 3p and STX17 and transcriptional feedback mediated by the autophagy pathway. *In vivo*, *in vitro*, and clinical evidence collectively corroborate the biological validity of the miR - 300 - 3p/STX17 axis in the progression of MAFLD. However, the underlying mechanism through which miR - 300 - 3p regulates STX17 requires further investigation.

Macroautophagy (hereafter referred to as autophagy) involves the deterioration of cellular components through the combination of autophagosomes and lysosomes (Zadoorian et al., 2023; Zhang et al., 2018). It is well-recognized for its function in regulating the progression of MAFLD (Rho et al., 2024). The SNAP29-STX17-VAMP8 SNARE complex facilitates autophagosome-lysosome membrane blend. STX17 is situated on the autophagosome membrane, interacts with the adaptor protein SNAP29, which subsequently associates with VAMP8 anchored on the lysosomal membrane (Wen-You Yim and Mizushima, 2020; Itakura et al., 2012). STX17 has been relatively more extensively studied. Cheng X et al. demonstrated that hepatic deletion of Rubcnl disrupts the association between RUBCNL and STX17, as well as the complex encompassing the transmembrane and ubiquitin-like domain 1. Consequently, autophagosome maturation is abolished, leading to lipid accumulation and liver fibrosis in a mouse model of MAFLD under nutrient - rich conditions (Ren et al., 2024; Li Y. et al., 2023). Tripathi et al. (2022) has shown the proteasomal degradation of STX17, which is promoted by increased homocysteinylation and ubiquitination, plays a part in the advancement of MALFD (Tripathi et al., 2022). Additionally, increased acetylation of PACER triggers an interaction of the HOPS complex with STX17. Furthermore, the deficiency of SRSF3 results in ubiquitination-dependent proteasomal degradation of STX17, thereby reducing lipophagy under conditions characterized by an abundance of free fatty acids (FFAs) (Cheng et al., 2019; Li Y. et al., 2023). The enhancement of autophagy through pharmacological methods has been demonstrated to mitigate liver steatosis and injury in MAFLD in pre -clinical models (Byrnes et al., 2022; Lin et al., 2013; Ding et al., 2010). Therefore, therapeutic targeting of autophagy may hold therapeutic potential for the management of metabolic liver diseases. In the present study, our findings indicated that aberrant expression of STX17 triggered cell apoptosis, lipid accumulation, liver inflammation and injury in steatotic HepG2 cells. This finding is consistent with the effects of miR - 300 - 3p deficiency. The promotional role of STX17 in the progression of MASH was further verified in MASH patients. These findings imply that STX17 was extensively implicated in the pathogenesis of MASH. There is currently limited research on miR - 300 - 3p. Furthermore, Jinlian Liang et al. have shown that miR - 300 - 3p is associated with testosterone deficiency in male obesity, and inhibiting miR - 300 - 3p can effectively alleviate the symptoms of testosterone deficiency in obese mice. These findings suggest that miR - 300 - 3p plays a crucial role in the differentiation and function of Leydig cells (LC), and may serve as a potential diagnostic or therapeutic target for obesity-related testosterone deficiency (Liang et al., 2023). Yan -na et al. has shown that miR-300-3p can alleviate hypoxia/reoxygenation-induced H9c2 cardiomyocyte injury by regulating autophagy (Yan -na et al., 2022). Nevertheless, considering that a single miRNA typically has the ability to target multiple mRNAs, additional investigations are required to pinpoint more targets of miR - 300 - 3p in metabolic liver diseases.

In conclusion, sufficient evidence backs the function of miRNAs in the pathophysiological processes behind the development of MAFLD. MiR-34a, miR-21, and miR-122 are also among the most comprehensively studied miRNAs in regulating the molecular pathways involved in the occurrence and development of MAFLD (Guo et al., 2016; Liu et al., 2018; Rui et al., 2013; Xu et al., 2021; Miyaaki et al., 2014; Jiang et al., 2013). Numerous studies have investigated rodent experimental models of MAFLD or MASH, yet research assessing miRNA expression changes in human MAFLD has been relatively scarce (Hochreuter et al., 2022). Thus, there are at least two advantages of miR - 300 - 3p. First, Our study demonstrated miR - 300 - 3p inhibits the progression of MAFLD by regulating autophagy, influencing apoptosis, lipid metabolism, and inflammation at both cellular and population levels. Second, evidence collectively corroborate the biological validity of the miR - 300 - 3p/STX17 axis in the progression of MAFLD. Our findings regarding miR - 300 - 3p have important clinical significance. This study has several limitations. Primarily, while HepG2 cells provide a well-established model for hepatic studies, the absence of validation in primary rat hepatocytes or *in vivo* models limits direct extrapolation to physiological systems. Future studies will address this limitation through complementary animal models. Secondly, the human component (n = 60) serves as preliminary translational evidence. Larger cohort studies with tissue-level analysis are warranted to confirm these clinical associations. Finally, the more in - depth mechanisms by which miR - 300 - 3p regulates the expression of STX17 necessitate further investigation.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE328114.

How the deposited data were processed for this re-analysis (not part of the article)

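Small RNA was sequenced from the livers of 3 NC and 3 MAFLD mice, 1 library per replicate. The libraries were made from RNA treated to remove modifications that block adapter ligation, and inserts in the size range of small RNAs were selected. The authors deposited CPM values for 1546 mature miRNAs, scaled by the authors to the reads assigned to all listed miRNAs in each library, so that every library has the same sum. Their trimming, alignment and assignment of reads are not named in the paper's text. No normalization between libraries beyond the total was found in the values, and 79 miRNAs were at 0 in every library. The sample labels also describe HepG2 cells in their protocols, but name each sample as mouse liver, as the paper does. All 6 value columns were mapped by their names to the NC or MAFLD group and the replicate number.

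Reads were recovered by dividing each CPM value by the smallest value above 0 of its library. All values (100%) came within 0.02 of a whole number. Depth was between 1336935 and 2549598 reads in the NC libraries and between 1534569 and 4685712 in the MAFLD libraries. A share of 3 reads was taken as the smallest level the depth can show, and 95% Wilson intervals describe counting error only.

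The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(CPM + 1), over the 501 miRNAs with a mean of at least 1 CPM. Two-sided p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold. A looser count used an unadjusted p under 0.05 with at least 1.5-fold, because the paper's statistics section sets 0.05 without naming an adjustment. MiR-300-3p was also compared with a two-sided exact permutation test in scipy 1.17.1. Sets of miRNAs were tested with roast at 9999 rotations and with an exact permutation test of the median log2 fold change over the 6 libraries, which was added after the roast results were seen. Their medians were set against 10000 random lists, drawn for each member from the 50 miRNAs nearest in mean log2(CPM + 1). The miRNAs named in the text are those the paper names (miR-300-3p and both arms of miR-34a, miR-122, miR-21a and miR-361), miR-381-3p, and the miRNAs with an adjusted p under 0.05 and groups that do not overlap, up to 5 in each direction. Other miRNAs named in the text were chosen after their values were seen. The listed miRNAs hold no miR-300-5p, and miR-34a-3p was at 0 in every library.

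Positions come from GENCODE M21 and RefSeq annotation of GRCm38. MiRNA names were matched to gene symbols first and to synonyms only where no symbol matched, and 1477 of the 1546 miRNAs had a gene. The deposited values name no build, so these positions place the genes and were not used to count reads.

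The alternatives were pseudocounts of 0.1 and 5, no filter and a filter at 10 CPM, median-ratio scaling, CPM without miR-122-5p or without miR-148a-3p, quantile normalization, limma without the trend or without moderation, the replicate number as a block, each library left out in turn, and count tests on the recovered reads with edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0. Median-ratio scaling was also run with NC replicate 3 left out, the thresholds were also set at an adjusted p of 0.1 and at 2-fold, and the cluster was also tested with camera and with gaps of up to 50 kb and 100 kb. The replicate numbers 1 to 3 come from the sample labels, which give them in both groups. They were different mice.

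The methods were tested on simulated data, with reads drawn for the 501 miRNAs from the real means and library sizes with edgeR's dispersions, and 200 miRNAs changed by a known fold. The limma fit called 54 miRNAs, all 54 of them changed, which is 27% of those changed. DESeq2 and median-ratio scaling each recovered 31.5%, edgeR recovered 31%, and no unchanged miRNA was called. With no miRNA changed, limma called 0 at an adjusted p under 0.05 and 22 at an unadjusted p under 0.05. A set of 24 miRNAs lowered together by a log2 fold change of −1 had a median of −0.49 and a roast p of 0.0146. An unchanged set of 24 had a median of 0.24 and a roast p of 0.182. In this draw the median of the lowered set thus fell short of its true fold. Each miRNA was drawn independently, without differences shared by many miRNAs of a liver. In the real cluster camera estimated a correlation of 0.386. The simulation therefore does not show how the tests behave with such shared differences. The most abundant miRNAs were also left unchanged, so the expected share of miR-148a-3p was nearly the same in all simulated libraries. In the livers this share ran from 46.8% to 71.4%. Whether such a difference brings false calls was therefore not tested.

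The experiments in HepG2 cells, the luciferase assays, the qRT-PCR and the plasma samples were not analysed here.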

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

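The tests of explanations for miR-802-5p were chosen after its result was seen. MiR-802-5p, which the paper does not discuss, was higher in all MAFLD livers than in all NC livers. It was read at 16.1, 13.4 and 39.6 CPM in NC livers and at 141, 100.3 and 152 CPM in MAFLD livers, a log2 fold change of 2.60 (adjusted p = 0.0263 from limma). An exact permutation test gave p = 0.1, the smallest that 3 livers against 3 allow. It is a signal in a miRNA outside those the paper discusses, above the level in the control livers.

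A few miRNAs taking most of the counts would move all others together, but with median-ratio scaling the log2 fold change of miR-802-5p was still 2.15. With all libraries thinned to the smallest, the median over 100 draws was 2.57 (from 2.40 to 2.94). Thinning leaves the expected CPM unchanged, so it could hardly move this fold and does not test depth. NC replicate 1 had more reads (2549598) than MAFLD replicate 3 (1534569), yet 16.1 against 152 CPM of miR-802-5p. This order goes against depth as the only source. Reads of another miRNA counted on this name would not bring the other arm of the hairpin with them, but miR-802-3p was also higher, with a log2 fold change of 1.67 (standard error 0.57, adjusted p = 0.199). A grouping that arose by chance remains open. Of the 4 splits of the 6 libraries into 3 and 3 that part all same-numbered livers, 1, the real split, gave at least 1 miRNA past an adjusted p of 0.05, and 0 of the 6 that part 1 pair did (these gave from 1 to 142 miRNAs at an unadjusted p under 0.05 and 1.5-fold), but a share under 0.05 cannot be reached with so few splits. The adjusted p of miR-802-5p was under 0.05 in 13 of 20 alternatives and ranged from 1.51e-09 to 0.553, with a log2 fold change between 2.13 and 3.06. The sums of the brain, muscle, blood and pancreas lists did not follow miR-802-5p across the libraries, as the pancreas list summed to 2.63 CPM in MAFLD replicate 1 and to 6.73 CPM in NC replicate 3. Other cell types were not tested. A change with the diet is therefore a hypothesis that cannot be told apart from a grouping that arose by chance or from RNA of a cell type that was not tested.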

How the results depend on the processing

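The alternatives were set before the data were examined, except CPM without miR-148a-3p, median-ratio scaling with NC replicate 3 left out and the wider locus, which were added after. Where a result changed, the cause was not tested unless a value is given.

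MiR-300-3p was lower in MAFLD livers in all 19 alternatives that gave a value, with log2 fold changes from −2.89 to −1.13 and adjusted p from 0.00483 to 0.592. It passed the adjusted p of 0.05 with DESeq2 (−2.89) and with median-ratio scaling and NC replicate 3 left out (−2.53, adjusted p = 0.0157). The fits that each left out 1 library ran from −2.25 to −1.44. At a mean of at least 10 CPM it was not tested. The pseudocount of 5 gave the smallest change. With 3 to 27 reads of miR-300-3p per library, counting error limits the precision of its fold.

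The 1 miRNA past the adjusted p was also 1 in number in 6 of 21 alternatives. It became 0 without the filter, without the trend and without moderation, where 105, 74 and 61 miRNAs had an unadjusted p under 0.05. It became 2 with median-ratio scaling and without miR-148a-3p, 3 at an adjusted p under 0.1, 28 with DESeq2 (7 higher, 21 lower), and 37 with median-ratio scaling and NC replicate 3 left out (5 higher, 32 lower). The fits that left out 1 library gave from 0 to 114, with 95 higher and 19 lower without NC replicate 3. Those that gave 0 had between 40 and 89 at an unadjusted p under 0.05.

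The 90 miRNAs at an unadjusted p under 0.05 and 1.5-fold became 59 at 10 CPM (7 lower) and 55 without moderation (44 higher, 11 lower), and from 40 to 172 when 1 library was left out (21 to 146 higher, 13 to 30 lower). The excess of higher miRNAs vanished without NC replicate 1 (26 higher, 29 lower), MAFLD replicate 1 (21 and 20) and MAFLD replicate 3 (31 and 30). It stayed without NC replicate 2 (27 higher, 13 lower), NC replicate 3 (146 and 26) and MAFLD replicate 2 (75 and 14). At 2-fold or more, 67 passed. The split of 67 higher and 23 lower became 27 and 44 with median-ratio scaling, 33 and 38 with quantile normalization, 41 and 38 without miR-148a-3p, 42 and 68 with median-ratio scaling and NC replicate 3 left out, 27 and 49 with edgeR, and 23 and 51 with DESeq2. The median log2 fold change of all miRNAs was 0.43, and 0.044, 0.11, 0.16, 0.093, 0.034 and −0.0049 in these settings, in this order.

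The cluster of miR-300-3p kept a median below 0 in the 22 alternatives that gave a roast or camera p, from −1.90 to −0.42, with p from 0.0103 to 0.209. Roast assumes normal errors, and an exact permutation test of 3 livers against 3 cannot fall below 0.1, so the calls below rest on that assumption. P fell under 0.05 with median-ratio scaling (−1.46), quantile normalization (−1.31), edgeR (−1.90), without miR-148a-3p (−1.55), with median-ratio scaling and NC replicate 3 left out (−1.46, a roast p of 0.0469) and with camera (−1.03, a p of 0.0471). The other scalings lower the median of all miRNAs in MAFLD livers, so they could hardly weaken a set that falls, and they show no stability. Leaving out 1 library gave medians from −1.26 to −0.72, with a roast p of 0.0467 without NC replicate 1 and of 0.209 without NC replicate 2. DESeq2 gave a median of −1.93, and roast was not run with it. The gap of 50 kb added no listed miRNA and could not move the result.

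With the replicate block, 5 miRNAs passed the adjusted p (3 higher, 2 lower), 92 passed the unadjusted p and 1.5-fold, miR-300-3p had an adjusted p of 0.154 and the cluster a roast p of 0.196. Deviations of same-numbered livers had a mean correlation of −0.018, and they came from different mice.

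Of the single miRNAs, miR-122-5p (0.14) reversed to −0.32 with median-ratio scaling, −0.30 with edgeR, −0.33 with DESeq2, −0.20 without miR-148a-3p and −0.33 with NC replicate 3 left out of median-ratio scaling, and ran from −0.086 to 0.42 when 1 library was left out. MiR-21a-3p (0.27) reversed to −0.080, −0.22 and −0.24 with median-ratio scaling, edgeR and DESeq2, and ran from −0.37 to 0.87 when 1 library was left out. MiR-361-3p (0.33) reversed to −0.14, −0.023, −0.019, −0.33, −0.12 and −0.17 with median-ratio scaling, quantile normalization, CPM without miR-148a-3p, median-ratio scaling and NC replicate 3 left out, edgeR and DESeq2. None of these 3 passed the adjusted p in any alternative. MiR-802-5p lost the adjusted p of 0.05 in 7 of 20 alternatives, and without the main test calling them, miR-381-3p gained it in 7, miR-34a-5p and miR-21a-5p each in 2 and miR-122-3p in 1.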

Differences from the paper's values

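The paper names miR-300-3p as low in MAFLD livers and describes dysregulated miRNAs in the plural. Its methods also describe qRT-PCR of miR-300-3p in the livers, which the sequencing values below do not test. With limma on log2(CPM + 1), miR-300-3p was lower (log2 fold change −1.91) but had an adjusted p of 0.152, and 1 miRNA, miR-802-5p, passed an adjusted p of 0.05. Of the alternatives set before the data were examined, only DESeq2 on the recovered reads called miR-300-3p, with an adjusted p of 0.00483 and 28 miRNAs called. The adjusted p of miR-300-3p ranged from 0.00483 to 0.592 over its alternatives. Several miRNAs passed the adjusted p with median-ratio scaling (2), with the replicate block (5), without MAFLD replicate 3 (3) and without NC replicate 3 (114). At an adjusted p under 0.1, 3 passed. MiR-300-3p was not among the miRNAs passing in any of these. CPM without miR-148a-3p, also chosen after seeing the values, gave 2, and miR-300-3p had an adjusted p of 0.0626. Median-ratio scaling with NC replicate 3 left out, chosen after seeing the values, called miR-300-3p at an adjusted p of 0.0157 and 37 miRNAs in all. At an unadjusted p under 0.05, where the paper's statistics section puts its threshold, 90 miRNAs passed, miR-300-3p among them (p = 0.00499). Without moderation, which is nearer to the t-tests that section names, 61 passed.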

Other observations

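The lists for brain (apart from the 4 miRNAs named below), muscle, blood and pancreas were written before their values were looked at. All other tests here were chosen after the result they bear on was seen.

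In NC replicates 1 and 2, some miRNAs typical of brain tissue stood far above the other libraries. MiR-9-5p was at 344 and 530 CPM there, against 9.72 CPM in NC replicate 3 and 5.25, 4.48 and 12.4 CPM in MAFLD livers, and miR-124-3p was at 13.7 and 28.7 CPM against 0, 0, 0 and 0.652 CPM. These and miR-218-5p and miR-1298-5p were chosen after their values were seen. The other 19 miRNAs of the brain list, all encoded outside the chromosome 12 locus, were then tested as a set. They include miR-9-3p, the other arm of miR-9-5p, so the set is not fully independent of the miRNAs chosen after their values were seen. Of the 19, 10 passed the filter and 10 of 10 were lower in MAFLD livers, with a median log2 fold change of −1.10. Not all followed the order of miR-9-5p, as miR-137-3p was at 2.35 and 7.01 CPM in NC replicates 1 and 2 and at 7.48 CPM in NC replicate 3 (log2 fold change −0.031), and miR-592-5p was at 7.84, 8.92 and 8.23 CPM in the NC livers. The share of random lists matched on mean expression with a median as low was 1e-04, the smallest the draws can give, while a permutation of the livers gave an exact p of 0.2 and roast a p of 0.103. The random lists treat miRNAs as independent, so their share does not measure the spread between livers. The median was −1.52 with median-ratio scaling, −1.57 without miR-148a-3p and −1.39 with quantile normalization. A trace of brain RNA in some NC libraries may therefore add to the difference in miR-300-3p, and cannot be told apart from a change in the liver. Whether brain RNA is the only source was not settled. The miRNAs of this brain list summed to 71.8 CPM in NC replicate 3, against 59.7, 57.6 and 86.7 CPM in MAFLD livers, yet the 15 reads of miR-300-3p there exceeded those of MAFLD replicate 3 at equal depth (exact binomial test between those libraries, p = 0.0128, the largest of the 3 comparisons with MAFLD libraries). That test covers counting error only and compares 1 liver with 1 liver, while the MAFLD livers alone ranged from 0.640 to 3.38 CPM.

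Other tissues were weighed the same way. For skeletal and heart muscle, the share of random lists as low was 0.495 with 3 miRNAs (exact permutation p of 0.7 and roast p of 0.929). The list summed to 52.2, 242 and 185 CPM in the NC livers and to 37.5, 41.6 and 230 CPM in the MAFLD livers. Most of each sum was miR-1a-3p (log2 fold change −0.97, adjusted p = 0.438 from limma). The NC livers followed the order of miR-300-3p but MAFLD replicate 3 did not, so the sums do not settle muscle as a source. For blood cells the share was 0.0105 with 4 miRNAs (median log2 fold change −0.29), but the exact permutation p was 0.6 and the roast p was 0.77. The list summed to 602 CPM in NC replicate 2, the library with the most miR-300-3p, and to 639 and 1001 CPM in MAFLD replicates 1 and 3, an order that goes against blood cells as the source. For pancreas the share was 0.157 with only 2 miRNAs. Median-ratio scaling gave miR-300-3p a log2 fold change of −2.30, but as this scaling lowers the median of all miRNAs in MAFLD livers, it could not have brought a fall back to 0 and does not test whether a few miRNAs taking most of the counts bear on it. At equal depth its median was −1.97 over 100 draws (from −2.57 to −1.41). Thinning leaves the expected CPM unchanged, so this range shows counting error and does not test depth. Reads of miR-381-3p assigned to miR-300-3p would give a constant share of both in all libraries, and the share did not differ detectably (Fisher's exact test with simulated tables, p = 0.585), but a common transcript would give the same, so the reads do not separate these.

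Other miRNAs of the locus of miR-300-3p were lower too. The 10 miRNAs tested between Mir1906-1 and Mir370, outside its cluster, had a median log2 fold change of −1.46, and the share of random lists as low was 1e-04, the smallest the draws can give. That share treats the miRNAs as independent and does not measure the spread between livers. The exact permutation p was 0.1, the smallest possible, and the roast p was 0.0602. These values are in line with a change across the whole locus, which neither test of the livers shows past 0.05. Of the 23 miRNAs lower at an unadjusted p under 0.05, 14 came from this locus, which held 34 of the 501 tested. Another 5 of the 23 were miRNAs of the brain list, those chosen after their values were seen included. With DESeq2, 12 of the 21 lower calls came from this locus and 4 were miRNAs of the brain list. For the median of the cluster, 1 of the 4 splits that part all same-numbered livers, the real split, gave a value as large, and 4 splits cannot give a share under 0.05. Among the 6 splits that part 1 pair, the largest median was 0.99 against 1.03. The miRNAs of the cluster summed to 222, 616 and 431 CPM in the NC livers and to 144, 69.6 and 208 CPM in the MAFLD livers. NC replicate 1 was the lowest NC liver there and in miR-300-3p, below NC replicate 3, although its brain list summed to 163 CPM, an order that goes against brain RNA as the only source. Those between Mir1906-1 and Mir370 summed to 354, 645 and 219 CPM in the NC livers, where NC replicate 3 was the lowest as in the brain list, and to 134, 62.1 and 164 CPM in the MAFLD livers. A biological cause for the locus remains a hypothesis, since brain RNA was not excluded.

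The number of miRNAs at an unadjusted p under 0.05 and 1.5-fold was 90 in the real split and 26, 9 and 5 in the 3 others that part all same-numbered livers, so 1 of 4 was as large. Of the 6 that part 1 pair, the split of NC replicates 1 and 2 with MAFLD replicate 2 against the rest gave 142. These 3 libraries have the largest shares of miR-148a-3p. With median-ratio scaling that split gave 44 and the real split 71. The excess of higher over lower miRNAs behaved alike, with 27 higher and 44 lower after this scaling. On the CPM scale it also vanished in some fits that left out 1 library (26 higher and 29 lower without NC replicate 1). It stayed in others (146 higher and 26 lower without NC replicate 3). The share taken by miR-148a-3p may therefore have added to the count on the CPM scale. Without NC replicate 3, 95 miRNAs were higher and 19 lower past the adjusted p. With median-ratio scaling added, 5 of these 95 and 19 of these 19 were also called, among 37 miRNAs in all. This scaling lowers the median of all miRNAs in MAFLD livers, so it could hardly weaken the lower calls and does not test them. Among the higher calls, this share does not account for the 5 that stayed.

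The paper cites miR-34a, miR-122 and miR-21 from other studies of MAFLD. In these livers miR-34a-5p was at 38.7 ± 15.1 CPM (SD, n = 3) in NC and 105 ± 34.1 CPM (SD, n = 3) in MAFLD livers, a log2 fold change of 1.43 (adjusted p = 0.152 from limma). It was higher in all 20 alternatives, with adjusted p from 0.00668 to 0.592. MiR-122-5p had a log2 fold change of 0.14 (adjusted p = 0.80) and reversed in 6 of 19 alternatives. MiR-122-3p rose by 0.93 (adjusted p = 0.212). MiR-21a-5p had −0.28 (adjusted p = 0.581) and was lower in all 20 alternatives, with adjusted p from 0.0183 to 0.90. MiR-21a-3p was at 0.27 and miR-361-3p, which the paper also names, at 0.33, and both reversed in some alternatives. MiR-361-5p was at 0.63 (adjusted p = 0.461).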
